A study of Mus musculus with 2 samples. Its data were reported in "Increased serum extracellular vesicle miR-144-3p and miR-486a-3p in a mouse model of adipose tissue regeneration promote hepatocyte proliferation by targeting Txnip" (2023).

How the data were processed

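Small RNA of serum extracellular vesicles (EVs), membrane particles that cells release into the blood, was sequenced from iFIRKO and control male mice. iFIRKO mice carry a tamoxifen-inducible Cre recombinase under the adiponectin promoter and floxed insulin receptor alleles, so that the receptor is deleted in adipocytes after tamoxifen. All mice received 100 mg/kg tamoxifen on 5 consecutive days and were sampled at day 3 after the last dose. The labels give 1 library for each group, and per the study's methods each library was prepared from pooled serum of several mice. No biological replicate was therefore measured, and no variance between animals could be estimated. The labels give the control genotype as wild type, whereas the study's methods describe control mice as carrying the floxed alleles without Cre.

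Total RNA of the EVs was made into libraries with a QIAseq miRNA kit and sequenced on a NextSeq500. The authors analysed the reads on the GeneGlobe Data Analysis Center, and the aligner, the miRNA annotation release, the genome build and the use of molecular identifiers were not stated. The deposited tables hold, for each of 1847 mature mouse miRNAs, a single normalized signal, and the deposited signal sums to 99.3% of 1 in the control library and to 99.1% of 1 in the iFIRKO library. In both libraries 100.0% of the values were whole multiples of the lowest value, so the signal is a whole count per miRNA divided by 1 constant per library. The constant was 3817902 for the library labelled control and 2233498 for the library labelled iFIRKO, and it was taken as the depth of the library. The counts belonging to the listed miRNAs summed to 3792108 and 2213234, and the remaining 0.676% and 0.907% of the depth belonged to features not analysed here. The study calls its values normalized read counts, and whether reads were merged by molecular identifiers is not stated, so the intervals given here cover counting error only.

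The lowest value occurred for 76 miRNAs in the library labelled control and for 35 miRNAs in the library labelled iFIRKO, no count from 2 to 9 was present in either table, and counts of 10 were present in both. The lowest value was therefore treated as a floor that stands for a count under 10, which corresponds to less than 2.62 counts per 1000000 (CPM) in the library labelled control and less than 4.48 CPM in the library labelled iFIRKO. No miRNA was at the floor in both libraries. A ratio against the floor is a bound, and it was computed against 10 counts where a single miRNA is named.

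Values are given as recovered counts and as CPM, which is the deposited signal multiplied by 1000000. The main measure was the ratio of the library labelled iFIRKO to the library labelled control on the deposited scale, with no pseudocount because no value was 0, and with the study's threshold of 1.5-fold in either direction. Since the deposited signal lies below 1, abundance limits were applied to the recovered counts, and a pseudocount of 1 was added on the scale of CPM. The 95% interval of a ratio was computed from the Clopper-Pearson interval of the share of the iFIRKO counts among both counts, and the 95% interval of a share of a library is a Wilson interval. The 95% interval of a median was taken from 1000 redraws of all counts from Poisson distributions, and that of the correlation between arms from 1000 resamples of the hairpins. A two-sided Fisher's exact test on the counts of each miRNA against the rest of its library was run on miRNAs above the floor in both libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test compares 2 libraries and not the genotypes. The planned test had no such limit, and leaving out miRNAs at the floor, the resampling of hairpins and the use of recovered counts for the abundance limits were decided after the data were seen.

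The following choices were fixed before the data were examined. Lists of miRNAs known from erythroid cells, platelets, leukocytes, liver, muscle, adipose tissue and mesenchymal cells were written down, 7 lists in all, and 1 listed name (miR-197-3p of the platelet list) was not among the miRNAs analysed here. The median log2 ratio of each list was placed among the medians of 10000 random lists of the same size, each member being replaced by 1 of the 50 miRNAs nearest in mean count outside the list. The lists share no miRNA. The resulting percentile describes these 2 libraries. The miRNAs named in the text were the 4 that the study followed up by quantitative RT-PCR, its reference miR-148a-3p, the 5 most abundant miRNAs, and the 5 largest and 5 smallest ratios past 1.5-fold among miRNAs with a mean count of at least 100. Other names are stated to have been chosen after their values were seen.

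The alternatives were filters at a mean count of 10 and of 100, the pseudocount, a 2-fold threshold, scaling to equal totals, to the median of ratios of miRNAs with a mean count of at least 100, to TMM factors of edgeR 4.0.16 in R 4.3.3, and to miR-148a-3p. Setting floor entries to 10 counts, or to 9 counts in the test on counts, was added after the data were seen. So was taking the erythroid list without the followed-up miRNAs, miR-144-5p and miR-486a-5p, then without miR-486b and then without miR-16-5p. The computations used Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The test on counts was tested on simulated data for all 1847 miRNAs, of which 200 were changed 2-fold. It recovered 98.0% of the 49 changed miRNAs with a mean count of at least 100 and 61.8% of the 173 changed miRNAs above the floor, with 3 calls among 1531 unchanged miRNAs and 0 calls in the wrong direction. The simulated data held counting noise only, with as many miRNAs raised as lowered. These rates therefore do not cover background counts or a shift of most miRNAs in 1 direction. A simulated list of 10 miRNAs moved from the 31.5th percentile to percentile 0.0 when it was shifted by 1 on the log2 scale.

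5 tests of technical and biological explanations were also written before the data were examined, for the direction the study describes. The labelled libraries differ in the other direction, and further tests were written after this was seen. Hairpin positions are from GENCODE release M21 (GRCm38), matched by miRNA name, which assigned a hairpin to 1832 of the 1847 miRNAs. The files carry no coordinates.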

Results

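To compare serum EV-miRNAs between iFIRKO and control mice, 2 miRNA libraries were analysed, 1 from each group. The library labelled control had a depth of 3817902 counts and the library labelled iFIRKO had a depth of 2233498 counts, a 1.71-fold difference. Both tables listed the same 1847 miRNAs, of which 1771 were above the floor of 10 counts in the library labelled control and 1812 in the library labelled iFIRKO. A total of 1736 miRNAs were above the floor in both libraries. The median count per miRNA was 37 in the library labelled control and 47 in the library labelled iFIRKO, so most miRNAs rested on few counts. Because each group had 1 library, no test between genotypes was possible, and the ratios below compare 2 libraries. No miRNA reports the deletion of the insulin receptor gene, so the labels could not be checked against the knockout, and every direction below follows the labels as given.

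The first question was how the whole set of EV-miRNAs differed between the libraries. Of the 1847 miRNAs, 1627 (88.1%) had a higher share of the library labelled iFIRKO and 220 had a lower share. The median log2 ratio was 0.88 (95% interval from counting error 0.84 to 0.90), a median ratio of 1.84. At the 1.5-fold threshold of the study, 1225 miRNAs (66.3%) were higher and 56 (3.03%) were lower in the library labelled iFIRKO. Of the 56 lower miRNAs, 35 were at the floor in the library labelled iFIRKO, and only 1 of these was still past 1.5-fold when the floor was set to 10 counts. The other 21 were above the floor in both libraries. Of the 1225 higher miRNAs, 76 were at the floor in the library labelled control. The bound at 10 counts does not treat the directions alike, since with the 1.71-fold difference in depth any count above the floor in the library labelled iFIRKO exceeds it by more than 1.5-fold. A filter at a mean count of 100, which left 420 miRNAs, lowered the higher miRNAs to 145, and the scaling moved the split between higher and lower. Scaling to miR-148a-3p lowered the log2 ratios by a shift of 0.22 and the median of ratios by a shift of 0.27. With TMM scaling the ratios were lowered by a factor of 1.81 (0.85 on the log2 scale), and 388 miRNAs were higher and 360 were lower, so that the higher miRNAs made up 51.9% of those past 1.5-fold instead of 95.6%. Among miRNAs above the floor in both libraries, 312 were higher and 325 were lower with TMM scaling, against 1149 and 21 as deposited. The TMM factor of 1.81 was close to the 1.71-fold difference in depth. TMM scaling thus came near to a comparison of counts not scaled for depth.

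The ratio depended on abundance. The 1350 miRNAs with a mean count from 10 to 100 had a median log2 ratio of 1.01 (95% interval 0.98 to 1.04), and 1298 of them were higher in the library labelled iFIRKO. The 302 miRNAs with a mean count from 100 to 1000 had a median log2 ratio of 0.53 (95% interval 0.46 to 0.55). The 118 miRNAs with a mean count over 1000 had a median log2 ratio of -0.07 (95% interval -0.09 to -0.05), with 48 higher and 70 lower. These 118 miRNAs held 95.6% of the counts of the library labelled control and 93.3% of the counts of the library labelled iFIRKO. The class from 10 to 100 held 1.27% and 2.64%, respectively. All 77 miRNAs with a mean count under 10 were at the floor in 1 library, and no median ratio is given for them. A scaling shifts all 3 classes alike and cannot change their order, but the sign of the middle class changed with TMM scaling, to a median log2 ratio of -0.32.

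**Figure D1:**
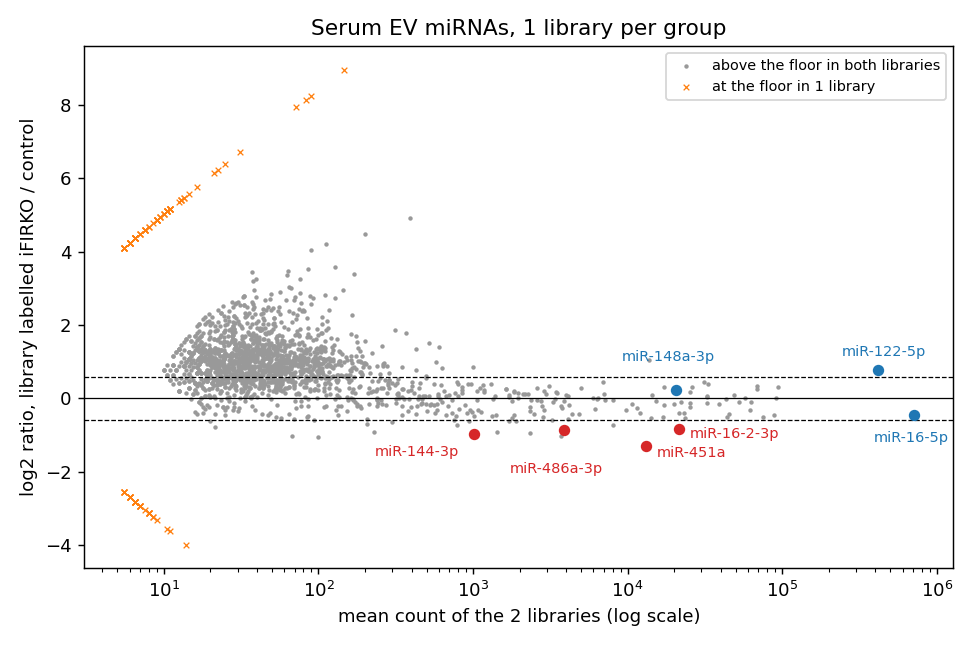
Log2 ratio of the library labelled iFIRKO to the library labelled control (vertical axis, deposited scale) against the mean count of the 2 libraries (horizontal axis, log scale) for 1847 miRNAs, with those above the floor in both libraries in grey, those at the floor in 1 library (no measured fold change) as orange crosses, the 4 followed-up miRNAs in red, miR-148a-3p, miR-122-5p and miR-16-5p in blue, and dashed lines at 1.5-fold. Most points with mean counts under 100 lie above 0, while the 118 miRNAs with mean counts over 1000 have a median of -0.07.

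**Figure D2:**
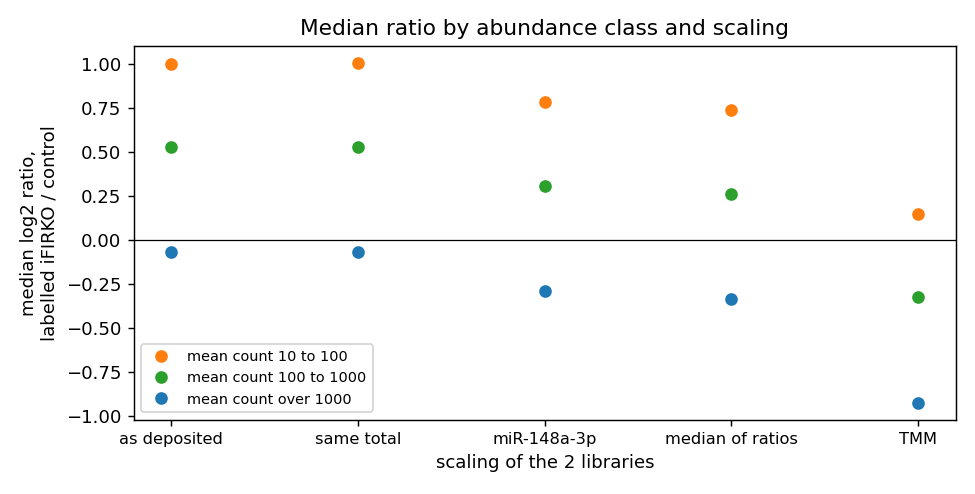
Median log2 ratio of the library labelled iFIRKO to the library labelled control (vertical axis) in 3 classes of mean count (colours) under 5 scalings of the 2 libraries (horizontal axis). The class from 10 to 100 counts lies above the class over 1000 counts under each scaling, from 1.01 and -0.07 as deposited to 0.15 and -0.92 with TMM scaling, and the class from 100 to 1000 changes sign with TMM scaling.

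The study followed up miR-451a, miR-16-2-3p, miR-486a-3p and miR-144-3p, and these were examined next. All 4 were over 1.5-fold lower in the library labelled iFIRKO. miR-144-3p had 1566 counts (410 CPM) in the library labelled control and 464 counts (208 CPM) in the library labelled iFIRKO, a ratio of 0.506 (95% interval 0.456 to 0.562). miR-486a-3p had 5852 counts (1533 CPM) and 1880 counts (842 CPM), a ratio of 0.549 (95% interval 0.521 to 0.579). miR-16-2-3p had 32293 counts (8458 CPM) and 10519 counts (4710 CPM), a ratio of 0.557 (95% interval 0.545 to 0.569). miR-451a had 21137 counts (5536 CPM) and 5055 counts (2263 CPM), a ratio of 0.409 (95% interval 0.396 to 0.422). The reference miR-148a-3p had 24524 counts (6423 CPM) and 16705 counts (7479 CPM), a ratio of 1.16 (95% interval 1.14 to 1.19). Scaling to miR-148a-3p lowered the ratio of miR-144-3p to 0.435 and that of miR-486a-3p to 0.472, and TMM scaling lowered them to 0.280 and 0.304.

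In the annotation, the hairpin of miR-144-3p (Mir144) lies on chromosome 11 from 78073005 to 78073070 on the plus strand (GRCm38), outside other annotated genes. The hairpin of miR-451a (Mir451a) follows on the same strand from 78073170 to 78073241 and is overlapped by Mir451b on the opposite strand. The hairpin of miR-486a-3p (Mir486) lies on chromosome 8 from 23142555 to 23142682 on the plus strand, within an intron of Ank1, and is overlapped on the opposite strand by the hairpin of miR-486b (Mir3107, 23142573 to 23142662). How the authors divided counts between miR-486a and miR-486b is not stated, so their separate values are uncertain. The hairpin of miR-16-2-3p (Mir16-2) lies on chromosome 3 from 69009902 to 69009996 on the plus strand, within an intron of Smc4. The other arm of Mir144, miR-144-5p, was chosen for comparison after its value was seen. It had 1269 counts in the library labelled control and 564 counts in the library labelled iFIRKO, a ratio of 0.760 (95% interval 0.687 to 0.840), which is lower than 1 but does not overlap the interval of miR-144-3p. Mir15b lies next to Mir16-2 in the same intron of Smc4 (69009772 to 69009835). Its arms, also chosen after their values were seen, had ratios of 0.608 (miR-15b-5p, 95% interval 0.587 to 0.629) and 0.603 (miR-15b-3p, 95% interval 0.537 to 0.675).

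The 5 most abundant miRNAs differed in direction. miR-16-5p made up 26.0% of the library labelled control (95% Wilson interval 25.99 to 26.08) and 19.1% of the library labelled iFIRKO (19.03 to 19.13), a ratio of 0.733. miR-122-5p made up 10.9% (10.92 to 10.98) and 18.7% (18.62 to 18.73), a ratio of 1.71 (95% interval 1.70 to 1.71). miR-191-5p rose from 2.84% to 3.52%, a ratio of 1.24. let-7i-5p made up 3.01% and 3.02%, and the 95% interval of its ratio (0.994 to 1.01) included 1. miR-486b-5p fell from 3.24% to 2.38%, a ratio of 0.732. The directions of miR-122-5p and miR-191-5p depended on the scaling, since a TMM shift of 1.81 exceeds both ratios. The other scalings shifted the ratios by at most 1.20 and left both above 1. Before scaling, miR-122-5p had 417919 counts in the library labelled control and 417108 in the library labelled iFIRKO.

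Among the 420 miRNAs with a mean count of at least 100, 145 were over 1.5-fold higher and 18 were over 1.5-fold lower in the library labelled iFIRKO. The 5 smallest ratios belonged to miR-451a, miR-145a-3p, miR-126b-3p, miR-144-3p and miR-486b-3p. miR-145a-3p had 156 and 44 counts, a ratio of 0.482 (95% interval 0.337 to 0.678). miR-126b-3p had 5787 and 1669 counts, a ratio of 0.493 (95% interval 0.467 to 0.521), and its hairpin on chromosome 2 (26591363 to 26591420) is antisense to Mir126a. miR-486b-3p had 3581 and 1097 counts, a ratio of 0.524 (95% interval 0.489 to 0.560). The 5 largest ratios belonged to miRNAs with few counts in the library labelled control. miR-7221-3p was at the floor there and had 291 counts in the library labelled iFIRKO, which was at least 49.7-fold higher. miR-6418-3p rose from 42 to 736 counts (30.0-fold, 95% interval 21.9 to 41.9), and its hairpin on chromosome 5 (137529480 to 137529594) overlaps an exon of Gnb2 and an intron of Epo on the same strand. let-7f-2-3p rose from 28 to 369 counts (22.5-fold, 95% interval 15.3 to 34.4), miR-465c-5p from 19 to 206 counts (18.5-fold, 95% interval 11.6 to 31.4) and miR-7009-5p from 32 to 224 counts (12.0-fold, 95% interval 8.24 to 17.9). These intervals cover counting error only.

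Lists of miRNAs known from particular cells and tissues were compared with random lists of the same abundance. All members of the lists were above the floor in both libraries. The 14 erythroid miRNAs had a median log2 ratio of -0.48, against -0.03 for random lists, and lay below all 10000 of them (percentile 0). Of the 14, 11 were lower in the library labelled iFIRKO on the deposited scale. With TMM scaling, which lowers every ratio, all 14 were lower. Because the study picked 4 of these miRNAs from the same libraries, the list was also examined without them. The remaining 10 had a median log2 ratio of -0.42 and lay at percentile 0.25, with 7 lower and 3 higher. Of these 10, miR-144-5p and miR-486a-5p are the other arms of Mir144 and Mir486, and miR-486b-5p and miR-486b-3p come from Mir3107, which overlaps Mir486 on the opposite strand. In lists chosen after the data were seen, leaving out miR-144-5p and miR-486a-5p gave 8 miRNAs at percentile 4.44, with 5 lower and 3 higher. Leaving out miR-486b as well gave 6 miRNAs at percentile 50.4, with 3 lower and 3 higher. Both lists kept miR-16-5p, which Mir16-2 also gives rise to. The position of the list thus depended on which of these related miRNAs it held. The erythroid list together held 33.9% of the library labelled control and 24.5% of the library labelled iFIRKO. The 5 liver miRNAs had a median log2 ratio of 0.45 (percentile 98.4), and all 5 were higher on the deposited scale, from 0.37 to 0.77 on the log2 scale. Among them, miR-122-5p and miR-122-3p are arms of 1 hairpin, whereas members of the random lists were drawn separately. This percentile therefore does not rest on 5 separate hairpins. The 11 adipose miRNAs had a median log2 ratio of 0.07 (percentile 56.6), with 6 higher and 5 lower. The percentiles were 18.8 for the 7 platelet miRNAs, 38.2 for the 7 leukocyte miRNAs, 16.1 for the 6 muscle miRNAs and 56.4 for the 8 mesenchymal miRNAs, so these lists and the adipose list lay within the central 95% of random lists. A scaling shifts a list and its random lists alike, so the percentiles do not depend on it, but the medians do. With TMM scaling the median log2 ratio was -1.33 for the erythroid list, -0.41 for the liver list and -0.79 for the adipose list. The adipose and mesenchymal medians were also below 0 with the median of ratios (-0.20 and -0.18) and with miR-148a-3p (-0.15 and -0.13), and the mesenchymal median was -0.77 with TMM scaling.

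**Figure D3:**
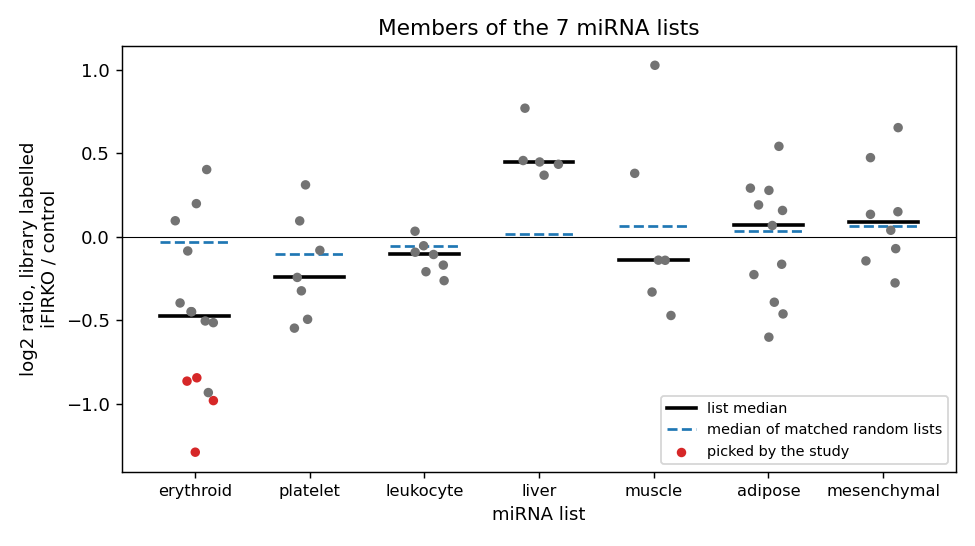
Log2 ratio of the library labelled iFIRKO to the library labelled control (vertical axis, deposited scale) for each member of the 7 miRNA lists (horizontal axis), with the 4 miRNAs picked by the study in red, list medians as black bars and the medians of abundance-matched random lists as dashed blue bars. The erythroid median (-0.48), which depends on the miR-144 and miR-486 members, lies below and the liver median (0.45) above their random lists, but the liver median turns negative with TMM scaling, and the adipose and mesenchymal medians turn negative with TMM, the median of ratios and miR-148a-3p.

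Counting error alone was then examined. Of the 1736 miRNAs above the floor in both libraries, 1134 (65.3%) differed between the 2 libraries by Fisher's exact test with a Benjamini-Hochberg adjusted p-value under 0.05, 1050 higher and 84 lower in the library labelled iFIRKO. With TMM library sizes and a binomial test, 205 were higher and 307 were lower. Both arms were above the floor for 610 hairpins, and Spearman's rho between the log2 ratios of the 5p and 3p arms was 0.31 (95% interval 0.23 to 0.38). Among the 70 hairpins whose arms both had a mean count of at least 100, rho was 0.44. These correlations are across miRNAs, which are not independent replicates.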

Values the study reported

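The study counted 19 EV-miRNAs that rose above its 1.5-fold threshold in the serum of iFIRKO mice, and described most other EV-miRNAs as lower in these mice. Its sequencing libraries were made from serum pooled from 7 mice.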

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

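Leaving out libraries in turn was not possible with 1 library per group. No paired analysis was possible because each group had a single library. Including miRNAs at the floor in both libraries changed nothing, since there were none. A median ratio was also planned for miRNAs with a mean count under 10 and is not given, because all 77 were at the floor in 1 library.

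The ratios of the 4 followed-up miRNAs stayed below 1 under each setting in which they were recomputed. The pseudocount, equal totals and the floor at 10 counts left them within their counting error. With the median of ratios they were 0.463 (miR-16-2-3p), 0.421 (miR-144-3p), 0.340 (miR-451a) and 0.457 (miR-486a-3p), with miR-148a-3p as reference 0.478, 0.435, 0.351 and 0.472 in the same order, and with TMM scaling 0.308, 0.280, 0.226 and 0.304.

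The counts of miRNAs past 1.5-fold were less stable. A mean count of at least 10 left 24 lower miRNAs, and a mean count of at least 100 left 145 higher and 18 lower miRNAs with a median log2 ratio of 0.27. With floor entries at 10 counts, chosen after seeing the data, 22 were lower, a bound that the lower depth of the library labelled iFIRKO makes hard to pass. A 2-fold threshold left 794 higher miRNAs. There were 113 lower miRNAs with the median of ratios, 102 with miR-148a-3p, and 360 lower and 388 higher with TMM scaling. Without miRNAs at the floor there were 78 lower with the median of ratios and 67 with miR-148a-3p. TMM scaling then gave 325 lower and 312 higher. In the test on counts, TMM library sizes changed 1050 higher and 84 lower miRNAs to 205 and 307. The filters tested fewer miRNAs, and the filter at 100 also left the more abundant ones, whose ratios were lower. The shifts between scalings follow from 1 factor applied to every miRNA.

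The median log2 ratio of all miRNAs was 0.81 with 1 CPM added, 0.62 with the median of ratios, 0.66 with miR-148a-3p and 0.029 with TMM scaling. In the class from 10 to 100 counts the median was 0.91 with 1 CPM added, 0.74 with the median of ratios, 0.79 with miR-148a-3p and 0.15 with TMM scaling. In the class from 100 to 1000 counts it was 0.26, 0.31 and -0.32 under the 3 scalings in the same order, and in the class over 1000 counts -0.34, -0.29 and -0.92.

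Scaling shifts a list and its random lists alike, and the floor settings and the filter at a mean count of 10 touch no list member, so these say little about the stability of the list percentiles. Among the settings for filters, values and scaling, only the filter at a mean count of 100 and the pseudocount moved any of them. With that filter the erythroid list without the picked miRNAs was at 0.41, the adipose list at 33.7, the muscle list at 27.6 and the mesenchymal list at 61.3, and the pseudocount moved the muscle list to 16.08 and the mesenchymal list to 56.42. None of these crossed the limits of the central 95% of random lists. The erythroid list did, in lists chosen after the data were seen. It moved from percentile 0 to 4.44 without the picked miRNAs, miR-144-5p and miR-486a-5p, and to 50.4 without miR-486b as well. It moved to 67.1 without miR-16-5p, which Mir16-2 also gives rise to, besides. These lists hold fewer members, and their medians lie between members that went both ways. The correlation between arms rose from 0.31 to 0.44 at a mean count of at least 100, and the cause was not tested. The depth limits the low classes most, since a count of 37, the median in the library labelled control, has a counting error that single ratios of low miRNAs carry in full.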

Other observations

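All tests in this part were chosen or turned round after the result was seen, except the 5 written before the data were examined, which are given in the last paragraph. The number of miRNAs over 1.5-fold higher in the library labelled iFIRKO was 1225. That is higher than the value quoted from the study above. The study describes its followed-up miRNAs as increased in iFIRKO serum EVs and most others as decreased, whereas with the deposited labels and scale both directions are opposite. For the followed-up miRNAs this held under each scaling tried. The direction of most others, however, depended on the scaling and on abundance. With TMM the median log2 ratio of all miRNAs was 0.029, and the binomial test with TMM library sizes gave 205 higher and 307 lower. Of the 118 miRNAs with a mean count over 1000, 70 were lower as deposited. Taken the other way round, 21 miRNAs above the floor in both libraries were over 1.5-fold higher in the library labelled control, and all 4 followed-up miRNAs were among them. A candidate explanation is that the labels and the comparison of the study stand in opposite order, through exchanged labels of the 2 tables or through a ratio taken the other way. It was prompted by these same values, so they give it no independent support. The study reports the followed-up miRNAs as increased in iFIRKO mice also by quantitative RT-PCR on individual serum samples. That measurement is separate from the pooled libraries and goes with the direction of the study for these miRNAs. It does not cover most other miRNAs. The tables themselves hold nothing that reports the genotype. From them alone, whether the labels or the ratio carry the exchange stays open, and so does a genuine difference between the tables and the analysis of the study.

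The difference in miR-144-3p and miR-486a-3p between the 2 libraries was larger than counting noise, since the upper bound of their 95% intervals was at most 0.579. The highest of their ratios under any setting was 0.550, but each scaling tried left them nearly in place or lowered them, so none tested whether a scaling brings them to 1, and scaling stays open for their level. Relative to miR-148a-3p their ratios were 0.435 and 0.472, which no factor per library changes. The study also normalized its RT-PCR to a spike-in control, which does not depend on the scaling of the libraries. Its reported direction is opposite to the labelled libraries, so it cannot settle the scaling of these ratios. The difference in miR-486a-3p did not come from counts divided between miR-486a and miR-486b, as the summed 3p arms had a ratio of 0.539 (95% interval 0.518 to 0.562). RNA from red cells in the serum stays open, and the erythroid list does not decide it. Without the 4 miRNAs picked by the study, that list lay at percentile 0.25 of abundance-matched random lists. It lay at percentile 4.44 without miR-144-5p and miR-486a-5p and at percentile 50.4 without miR-486b as well. The 6 members left then went both ways on the deposited scale, so their median decides nothing: miR-16-5p, miR-25-3p and miR-185-5p were lower and miR-92a-3p, miR-363-3p and miR-484 were higher in the library labelled iFIRKO. The members left out were erythroid miRNAs too and all lower, so the shorter lists do not argue against red cell RNA. A difference in red cell lysis at blood collection and a biological difference in red cells or their vesicles between the mice would both be expected to move erythroid miRNAs, and 1 pooled library per group does not separate them. An origin in adipose tissue was not tested, since the libraries hold serum only.

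The most extensive difference lay in miRNAs with few counts. Equal shares in both libraries, redrawn 1000 times with counting noise and the floor, gave a median log2 ratio of at most 0.037 in the class from 10 to 100 counts, against 1.01 observed. The difference between this class and the class over 1000 counts was 1.08 on the log2 scale (95% interval 1.04 to 1.12), which no single factor per library removes. The level of each class does depend on the scaling, since TMM left the class from 10 to 100 counts at 0.15 and put the class over 1000 counts at -0.92. GC content of the hairpin was not the whole cause either, since the lowest median among its 4 quartiles was 0.88 and the highest 1.16. What stays open is a background of counts that does not follow depth. Before scaling, the counts of this class had a median log2 ratio of 0.23 between the libraries, whereas counts that follow depth would give -0.77. A background of equal size in both libraries would give 0, so it would have to be somewhat larger in the library labelled iFIRKO. Of 470 annotated hairpins named with a number of at least 5000, 98.3% were assigned a listed miRNA. Of 372 hairpins with a number under 500, 88.7% were. Each miRNA was assigned to 1 hairpin, so a further hairpin of the same miRNA counted as having none. The 2 shares can therefore not be compared. Such a spread of counts over the whole annotation may come from background or from low expression in many cells, and these cannot be told apart without a blank library. A hypothesis to check in the reads is that many of the ratios past 1.5-fold describe background and not vesicle content.

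On the deposited scale the liver list moved the other way from the erythroid list, but its median log2 ratio was -0.41 with TMM scaling. miR-122-5p held most of its counts, and all other listed miRNAs outside the erythroid list together rose 1.14-fold as the erythroid share fell, or 1.02-fold without miR-122-5p. No technical or biological explanation was tested for the liver list.

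Both arms of the Mir7221 hairpin on chromosome 2 (92592206 to 92592277, GRCm38) were higher in the library labelled iFIRKO. miR-7221-5p, named after its value was seen, rose from 52 to 237 counts (7.79-fold, 95% interval 5.75 to 10.7), beside miR-7221-3p, which rose from under 10 to 291 counts. No explanation was tested for this pair.

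The 5 tests written before the data were examined were set for the direction the study describes, with most miRNAs lower and miR-144-3p and miR-486a-3p higher in iFIRKO mice, and the labelled libraries differ the other way. Read in that opposite direction, the test of scaling came out as written for a cause: the median log2 ratio of miRNAs with a mean count of at least 100 moved from 0.27 as deposited to -0.59 with TMM scaling. TMM lowers every log2 ratio by 0.85, so any positive median below that value changes sign. The test therefore cannot decide whether scaling was a cause. Scaling stays open for the level of these miRNAs, while the later test above covers only the difference between classes. The test of few reads also came out as written for a cause, with a shift at low abundance and a median log2 ratio of -0.070 over 1000 counts, but background counts would give the same, and the simulation added later argues against counting noise and the floor. The adipose list lay at percentile 56.6 and not under 5, with members on both sides, which decides nothing. The erythroid list without the picked miRNAs lay at percentile 0.25 and not over 95, so it lay apart on the side opposite to that test and on the same side as the picked miRNAs, a position that depends on related members as described above. The test of counting noise, with an upper bound of 0.579, excluded 1 as described above.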
